A study of Mus musculus with 8 samples. Its data were reported in "IFN-γ-dependent regulation of intestinal epithelial homeostasis by NKT cells" (2024).

How the data were processed

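Bulk RNA-seq was performed by the study on intestinal epithelial cells (IECs) sorted from crypts of the proximal small intestine of wild-type (WT) mice and of mice lacking CD1d (CD1d-KO). Each of the 8 samples, 4 CD1d-KO and 4 WT, held cells positive for EpCAM and negative for CD45, CD31 and Ter119. Genotype and replicate number were taken from the sample labels. The study's methods state that males and females of both genotypes were matched and that poly(A) libraries were made with a KAPA mRNA kit, and the labels give neither the sex of a mouse nor the experiment or date a sample came from.

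The authors deposited a table of raw fragment counts per gene, with 1 column per sample and no normalization. Per the file headers, the counts were made with featureCounts 1.6.4 on read pairs, over exons grouped by gene, with the primary alignment of each read used, strand not used and pairs overlapping several genes left out. A primary alignment of a read that fits several places was therefore counted at 1 of them, so genes with near-identical copies may have lost or gained reads, and a gene lying inside another has an uncertain count. The header names an mm10 gene annotation while the study's methods name HISAT2 alignment against GRCm39. Coordinates below are those of the deposited table, which are mm10. The table listed 25239 genes, of which 19088 had at least 1 count in a sample. Exons at more than 1 chromosome label occurred for 62 of the genes listed. The table had 0 per-sample columns that were not used.

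Total counts per sample ranged from 23610266 to 31629435. Counting error alone is 31.6% of a count of 10, 10% of a count of 100 and 3.16% of a count of 1000. It covers counting only, because reads without molecular identifiers are not independent molecules. Replicates within a genotype were compared by a chi-square test of their counts over 13710 genes before they were averaged, to find any copies of one library.

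CD1d-KO was compared with WT by DESeq2 1.42.0 (R 4.3.3), the tool that the study's methods name, on the deposited counts with genotype as the only term, using median-of-ratios size factors, Cook's rule for outlying counts and independent filtering. P-values were adjusted by the Benjamini-Hochberg method over 15446 genes, and an adjusted p under 0.05 was called. Independent filtering, at a mean normalised count of 2.41, left 3638 genes without an adjusted p and Cook's rule left 4. These were not counted as tested. Errors of log2 fold changes are standard errors (SE), and those of normalised counts are SD over 4 samples. A gene whose CD1d-KO counts were all at or under a floor of 3 is given a lower bound on its fold in place of the fitted value. Principal components used the 500 most variable genes after variance stabilisation.

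The named genes followed a rule. They were Cd1d1 and Cd1d2, the 8 genes with the most positive and the 8 with the most negative log2 fold change among called genes with a mean normalised count of at least 50 and no overlap between genotypes, the genes of both lists named by the study, Olfm4, Dclk1, Muc2, Chga and Ly6a, and the 3 genes with the most extreme test statistic in a discussed list. Any other gene is said to have been chosen after its values were seen.

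Gene lists were written by hand from general knowledge, since the gene set collections used by the study were not used here, and they are not the study's sets. The 18 lists of the comparison covered the interferon-gamma, type I interferon and inflammatory (NF-kB) responses, MYC targets, the E2F cell cycle, fatty acid oxidation, stem, enterocyte, Paneth, goblet, tuft and enteroendocrine cells, fetal or regenerative epithelium, Notch, BMP and WNT targets, and 2 lists of genes the study named as identity regulators or as immune and metabolic genes. A further 15 lists, kept for checks, covered T and NK cells, B and plasma cells, myeloid cells, stroma and endothelium, erythroid cells, exocrine pancreas, stomach or Brunner's glands, squamous forestomach, proximal and distal small intestine, genes that respond to microbes, dissociation stress, circadian genes, sex-linked genes and genes that vary between strains. Lists with at least 5 tested genes were tested by pre-ranked gene set enrichment analysis (GSEA, fgsea 1.28.0, 10000 starting permutations) on the DESeq2 Wald statistic, adjusted over the 18 lists. The replicates of this test are genes. Each sample was also given a list score, the mean over the list's genes of log2(normalised count + 1) centred on the gene's mean over all samples. Scores were compared by an exact two-sided permutation test over the 70 ways to assign 4 and 4 samples, whose smallest possible p is 0.0286.

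The samples, the tests, the named-gene rule, the lists and a first set of alternatives were fixed before the data were examined. Those alternatives were edgeR's quasi-likelihood test (edgeR 4.0.16), TMM factors, size factors from genes outside the 50 most abundant, a filter of 10 counts in at least 4 samples, independent filtering or Cook's rule off, the replicate number as a block, 1 surrogate variable (sva 3.50.0), an absolute log2 fold change of at least 1, protein-coding genes only, each sample left out in turn, camera with a preset correlation of 0.01 or an estimated one and fry (limma 3.58.1), other rankings, and other ways of scoring. Alternatives chosen after seeing the data were a term for samples with Y-linked counts (a sum over 100), the samples without Y-linked counts alone, genes outside chromosome Y and 10 Mb on each side of Cd1d1, a per-sample stomach list score as a covariate, and factors that follow transcript GC content (loess, span 0.5). A leukocyte list score as a covariate was fitted for the called genes of the immune lists alone. The biotype was matched by symbol through a RefSeq table of GRCm38.p6, GC content through GRCm39 transcripts for 96.7% of tested and 97.6% of called genes, and near-identical copies by BLAST 2.17.0 against GRCm39. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15).

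Each step was first tested on simulated counts drawn from the sample means and library sizes, with 200 genes changed. The changed genes had a mean normalised count of at least 50 and an absolute log2 fold change of at least 1. Recovery of smaller changes was not simulated. DESeq2 called 235 genes, 197 of them truly changed (98.5% recovered) and 38 not (16.17% of its calls), and called 7 with no gene changed. The quasi-likelihood test of edgeR called 207, with 195 true and 12 false (5.797%), and 0 with no gene changed. A limit of 10% on the false share, set at first for this check, was dropped after DESeq2 exceeded it, so that more of its calls may be false than the adjusted p implies. All 3 shifted lists and 0 of 15 others were called by every list test. Every gene of a shifted list was changed by 1 in log2, and genes were drawn independently of each other. This setting says nothing about smaller shifts or genes that move together, so it does not rank the list tests.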

Results

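Given the question of how CD1d, which presents lipids to natural killer T (NKT) cells, and the NKT cells that depend on it shape the intestinal epithelium, the study profiled sorted IECs of CD1d-KO and WT mice by bulk RNA-seq. CD1d-KO mice lack NKT cells. EpCAM marks epithelial cells, and the excluded proteins CD45, CD31 and Ter119 mark leukocytes, endothelium and erythroid cells. There were 4 CD1d-KO and 4 WT samples. Total counts ranged from 29743061 to 31629435 in CD1d-KO samples (30426698 ± 830820, SD, n = 4) and from 23610266 to 29763051 in WT samples (27408571 ± 2683522, SD, n = 4). The 50 most abundant genes held between 11.93% and 13.04% of the counts of a sample. Within a genotype, the chi-square per degree of freedom between samples ranged from 9.74 to 37.19 over 13710 genes, so no pair of samples agreed within sampling noise, as copies of one library would.

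The targeted locus was examined first in every sample. By its name, the CD1d-KO line that the study lists has both Cd1d1 and Cd1d2 deleted. Cd1d1 (mm10 chromosome 3, 86995836 to 86999340, minus strand) had raw counts of 8, 3, 5 and 0 in CD1d-KO samples 1 to 4 and of 81, 70, 94 and 50 in WT samples 1 to 4. Its normalised count was 3.72 ± 3.04 (SD, n = 4) in CD1d-KO and 76.3 ± 12.5 in WT, a log2 fold change of -4.34 ± 0.45 (SE; DESeq2 adjusted p = 1.09e-18). The stomach score covariate moved it most, to -5.05, and it was called under all 20 alternatives, with adjusted p-values from 7.34e-19 to 0.000942. Without the samples with Y-linked counts it was -4.98. The neighbouring Cd1d2 (chromosome 3, 86986586 to 86989532, plus strand) had raw counts of 0, 0, 2 and 0 in CD1d-KO and 3, 3, 5 and 4 in WT, at least 1.33-fold lower, and received no adjusted p.

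The sex of the mice was read from Xist and Y-linked genes. Normalised Ddx3y counts were 1722 and 2053 in CD1d-KO samples 1 and 2, while Xist was at 67.95 and 50.48. In CD1d-KO samples 3 and 4, Xist stood at 21980 and 35400 with Ddx3y at 0, and WT samples had Xist between 27540 and 31440 with Ddx3y at 1.048 in WT 2 and 0 in the others. Samples with Y-linked counts were thus all CD1d-KO, and no comparison of genotypes was possible among them. Values for the samples without Y-linked counts, 2 CD1d-KO and 4 WT, are given beside some of the pooled ones. For gene lists they are given mainly where a call or a direction changed. Of 6 tested genes whose first chromosome label was Y, 5 were called. Ddx3y, Eif2s3y, Kdm5d and Uty were higher in CD1d-KO, where samples 1 and 2 alone carried them. Erdr1, chosen after its values were seen, was lower (log2 fold change -3.08, DESeq2 adjusted p = 0.0351). On principal components of the 500 most variable genes, the first component (53.3% of variance) ran from -11.94 and -11.52 in CD1d-KO 1 and 2 through -1.59 and -0.32 in CD1d-KO 3 and 4 to between 4.96 and 8.93 in WT. It held 49.5% of the variance once sex-linked genes were left out.

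**Figure D1:**
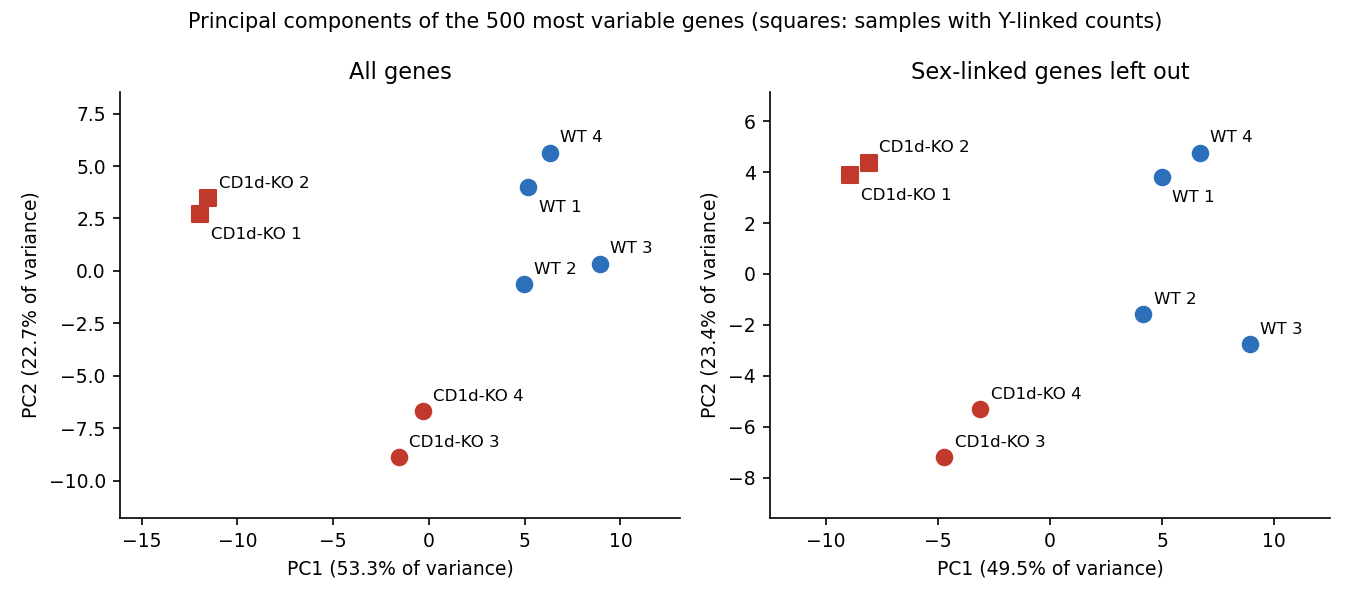
First and second principal components of the 8 samples (red CD1d-KO, blue WT, squares for samples with Y-linked counts), with all genes on the left and sex-linked genes left out on the right, each axis labelled with its percent of variance. All 4 CD1d-KO samples sit below 0 on the first component and all 4 WT samples above it, and CD1d-KO 1 and 2 lie apart from CD1d-KO 3 and 4.

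DESeq2 called 622 of 15446 tested genes (adjusted p under 0.05), of which 255 were upregulated and 367 downregulated in CD1d-KO IECs. At an unadjusted p under 0.05 there were 2401 genes. The median absolute log2 fold change of called genes was 0.46, and 133 of them reached an absolute value of 1, with 28 higher and 105 lower. The genotypes did not overlap in 545 called genes, and in 9.61% of all tested genes against the 2.86% that chance gives. The alternative that moved the count most was the stomach score as a covariate, chosen after the data were seen, with 111 genes, 65 of them shared. The quasi-likelihood test of edgeR called 228 genes, 224 of them shared. Without the samples with Y-linked counts, 372 genes were called (176 higher and 196 lower), and 248 of these were among the 622. The count fell to 323 without CD1d-KO 2, to 385 without WT 2 and to 406 without WT 1.

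**Figure D2:**
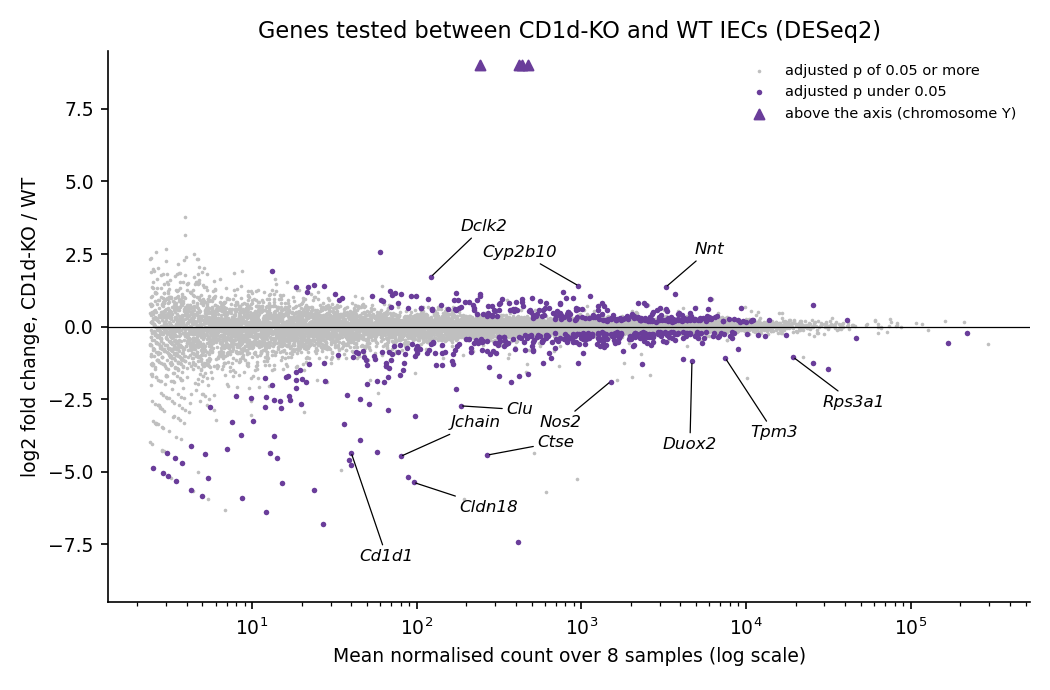
Log2 fold change of CD1d-KO over WT against the mean normalised count over 8 samples (log scale) for each tested gene, with called genes in purple and the others in grey. Labels mark genes named in the text, and triangles at the upper edge are 4 genes on chromosome Y that lie above the axis.

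The 8 most strongly reduced genes under the naming rule, out of 479 candidates in both directions, were Cldn18, Anxa10, Jchain, Ctse, Vsig1, Mal, Clu and Sptssb. Cldn18 (chromosome 9, 99690797 to 99717267) had a log2 fold change of -5.37 ± 1.69 (SE; DESeq2 adjusted p = 0.042), from 187 ± 208 normalised counts in WT (SD, n = 4) to 4.54 ± 8.5 in CD1d-KO, and lost its call in 5 of 7 fits that left out a sample (up to 0.259 without WT 3). Ctse changed by -4.42 (adjusted p = 0.0275) and was called in 1 of the 8 such fits alone, without CD1d-KO 4 (-7.51, adjusted p = 5.9e-12). Anxa10 changed by -5.17 (0.00617; 0.0828 without WT 3), Jchain by -4.47 (0.00552; -2.92 without WT 1) and Clu by -2.73 (0.00812; 0.0721 without CD1d-KO 2), each with its DESeq2 adjusted p. Vsig1 changed by -4.32, Mal by -2.87 and Sptssb by -2.67, with adjusted p-values of 0.00273, 0.000616 and 3.32e-05, and these were called whichever sample was left out. Among the samples without Y-linked counts, Mal alone of the 8 was called. Cldn18, Anxa10 and Ctse belong to the stomach list, and with the stomach score as a covariate none of the 8 was called, Vsig1, Clu and Sptssb turning to 0.01, 0.05 and 0.18.

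The most strongly increased genes were Dclk2, Cyp2b10, Nnt, Rgs7bp, Pnliprp2, Cnbd2, Aldh1a1 and Epdr1, with log2 fold changes from 1.72 to 1.11. Dclk2 (chromosome 3, 86786150 to 86920884), which lies close to Cd1d1, rose from 56.9 ± 15.8 to 187.5 ± 31.3 normalised counts (SD, n = 4; log2 fold change 1.72 ± 0.22, SE; DESeq2 adjusted p = 2.03e-12). Nnt (chromosome 13, 119334317 to 119409257), a gene that differs between mouse substrains, rose from 1828 ± 65.7 to 4684 ± 291 (1.36 ± 0.07; adjusted p = 4.12e-90), and its lowest CD1d-KO sample was 2.33 times its highest WT sample. Pnliprp2 rose by 1.20 (adjusted p = 1.07e-09). Dclk2, Nnt and Pnliprp2 were called under all 20 alternatives, among them the samples without Y-linked counts. Epdr1 (1.11, adjusted p = 6.05e-06) and Cyp2b10 (1.40, 0.000869) lost their calls with the stomach score alone. Rgs7bp (1.21, adjusted p = 0.000189) and Cnbd2 (1.16, 0.00458) also lost theirs among the samples without Y-linked counts, and Cnbd2 without CD1d-KO 2 (0.0735). Aldh1a1 (1.14, adjusted p = 0.0177) lost its call in 5 of the 8 fits that left out a sample, with values up to 0.106 without WT 1.

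Given that DNA around a targeted locus can derive from another strain, tested genes within 10 Mb of Cd1d1 were examined as a group. Of 241 such genes 20 were called, 8.3% against 3.96% elsewhere (odds ratio 2.2, two-sided Fisher's exact p = 0.00234), and 17 of the 20 were lower, 85% against 58.1% of the 602 genes called elsewhere (Fisher's exact p = 0.0192). Cd1d1 itself and Rnu73b, which lies inside Rps3a1, are among the 20. Without these and Cd1d2 there were 18 called genes of 239, 15 of them lower, with an odds ratio of 1.98 for a call (Fisher's exact p = 0.0112) and Fisher's exact p = 0.0488 for the direction. The following genes were chosen after their values were seen. Tpm3 (chromosome 3, 90072651 to 90100902) fell from 10190 ± 168 to 4797 ± 295 normalised counts (SD, n = 4; log2 fold change -1.09 ± 0.06, SE; DESeq2 adjusted p = 2.15e-74) and Rps3a1 (86137940 to 86142668) from 26110 ± 1630 to 12600 ± 468 (-1.05 ± 0.06; adjusted p = 5.66e-61). Their counts are uncertain, as Tpm3 has 6 and Rps3a1 has 7 near-identical copies elsewhere in the genome, of 90% to 98.8% identity, and Rnu73b overlaps Rps3a1. Sprr2a3 (92285304 to 92289264), in a named list, changed by -1.92 (2.1e-13), Trim46 by -1.87 (7.56e-11), Etv3 by -0.62 (1.38e-09) and Lrat by 0.60 (5.66e-14).

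**Figure D3:**
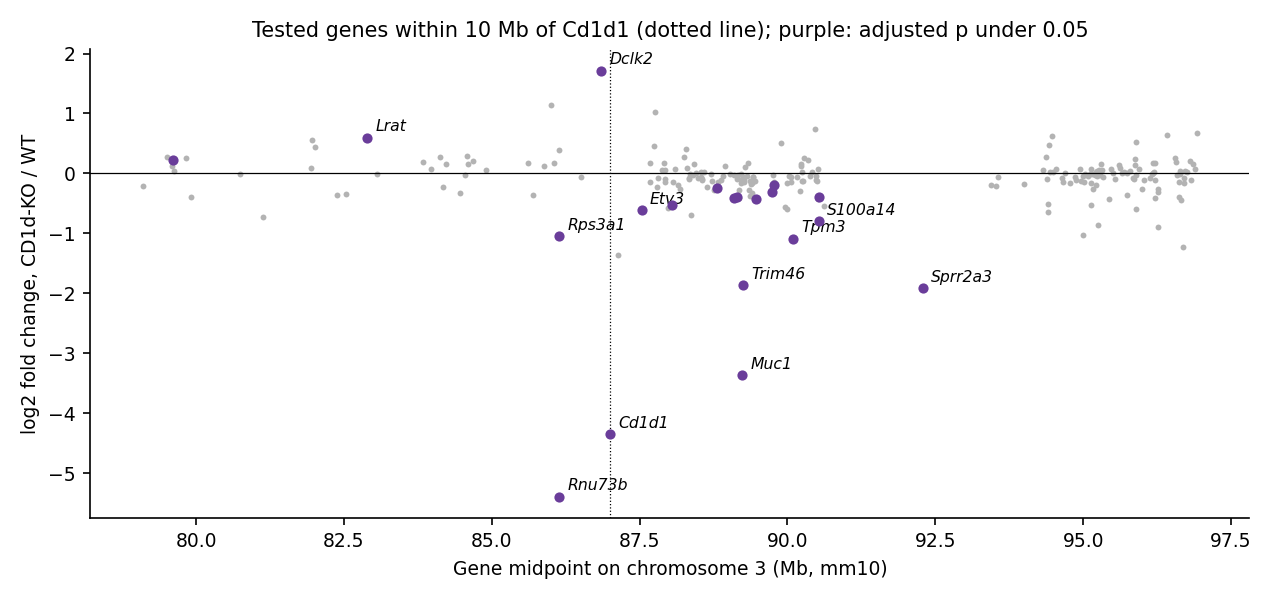
Log2 fold change of CD1d-KO over WT for the 241 tested genes within 10 Mb of Cd1d1, against the gene midpoint on chromosome 3 (Mb, mm10), with called genes in purple and Cd1d1 at the dotted line. Of the 20 called genes, 17 sit below 0 and 3 (Etfdh, Lrat and Dclk2) above it.

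The study named immune and metabolic genes that it measured in these genotypes, and all 7 were called here. They were chosen by the study, so their calls are not independent evidence. Nos2 (chromosome 11, 78920787 to 78960226) fell from 2373 ± 553 to 640 ± 168 normalised counts (SD, n = 4; log2 fold change -1.89 ± 0.25, SE; DESeq2 adjusted p = 5.2e-11) and was called under all 20 alternatives. Tap1 (-0.68, adjusted p = 0.000639) and Stat2 (-0.55, 1.94e-05) lost their calls with the stomach score alone, and Cd36 rose by 0.83 (0.000987) and lost its call with edgeR alone (0.0572). Cxcl9 (-2.53, adjusted p = 0.00859), Il7 (-0.86, 0.0128) and Lcn2 (-1.70, 0.0453) were called in 12 of 18, 11 of 20 and 6 of 19 alternatives and not among the samples without Y-linked counts. Cxcl9 lost its call without WT 1 or WT 2 (up to 0.123), Il7 in 4 fits that left out a sample (up to 0.116 without WT 3) and Lcn2 in 7 (up to 0.255 without WT 2).

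Of the 8 regulators of epithelial identity that the study named, 0 were called and 0 had an unadjusted p under 0.05. Their log2 fold changes ranged from -0.18 (Spdef, DESeq2 adjusted p = 0.719) to 0.24 (Neurog3, 0.705). Atoh1 changed by -0.03 (SE 0.16, adjusted p = 0.976), Sox9 by 0.10, Gfi1 by -0.08, Klf4 by -0.10, Sox4 by 0.11 and Hes1 by 0.04, each smaller than or close to its SE. Among the samples without Y-linked counts, Atoh1 was at 0.16, Spdef at 0.04, Sox9 at -0.09, Sox4 at -0.10 and Hes1 at -0.04, opposite in direction to the pooled values. Of the cell markers, Olfm4 (0.20, adjusted p = 0.509), Dclk1 (-0.11, 0.926), Muc2 (-0.11, 0.851) and Chga (0.13, 0.879) were not called. Olfm4 was called with 1 surrogate variable (0.0309; range over alternatives 0.0309 to 0.968). Ly6a changed by -1.74 ± 0.38 (SE; adjusted p = 0.000556), with 0.0517 in edgeR and 0.601 with the stomach score.

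Immune and inflammatory lists were lower in CD1d-KO IECs by GSEA on the DESeq2 statistic. The interferon-gamma response list had a normalised enrichment score (NES) of -2.97 (adjusted p = 1.18e-17), with 49 of 51 tested genes lower and 18 called, or 26 when adjusted over the list alone. The alternative that moved it most was camera with the correlation estimated (0.318; range over 17 alternatives 7.21e-25 to 0.318). Per-sample scores were -1.483, -0.787, 0.145 and -0.056 in CD1d-KO samples 1 to 4 and between 0.455 and 0.65 in WT, a difference of -1.09 (exact two-sided permutation p = 0.0286, the smallest the design allows). That p was 0.0857 when any WT sample was left out, and the difference shrank to -0.778 without CD1d-KO 1. The inflammatory list (NES -2.73, adjusted p = 4.7e-12) had 17 of 32 genes called, or 18 adjusted over the list alone, and a score difference of -0.752 (exact permutation p = 0.0286). The type I interferon list (NES -2.37, adjusted p = 7.19e-07) had 4 of 32 genes called, or 7 adjusted over the list alone, and a score difference of -0.468 (exact permutation p = 0.171), and was not called among the samples without Y-linked counts (0.0863; range 1.14e-09 to 0.422). The study's immune and metabolic genes gave NES -1.84 (adjusted p = 0.00177), with all 7 called adjusted over the list alone, and a score difference of -0.946 (exact permutation p = 0.0286), and lost the GSEA call when ranked by log2 fold change (0.079; range 0.000345 to 0.318). The score of 32 leukocyte genes also differed, by -0.984 (exact permutation p = 0.0571).

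The genes of these lists with the most extreme statistics were Nos2, Duoxa2 and Duox2 in the inflammatory list and Irf9, Stat2 and Ubd in the interferon-gamma list. Duoxa2 (chromosome 2, 122298900 to 122302885) fell from 713 ± 213 to 229 ± 15.3 normalised counts (SD, n = 4; log2 fold change -1.64 ± 0.20, SE; DESeq2 adjusted p = 1.12e-13) and the adjoining Duox2 (122279247 to 122298227) from 6548 ± 1566 to 2851 ± 346 (-1.20 ± 0.15; adjusted p = 2.22e-12). Both were called under all 20 alternatives. Irf9 (-0.45, adjusted p = 9.16e-06) and Ubd (-2.36, 4.1e-05) lost their calls with the stomach score alone. In the type I interferon list, Sp100 (-0.54, adjusted p = 0.00994), Oas2 (-0.94, 0.0115) and Irf7 (-0.48, 0.0318) were not called among the samples without Y-linked counts, and each lost its call when any of several single samples was left out (up to 0.0788 for Sp100 and 0.149 for Irf7 without CD1d-KO 2, and 0.071 for Oas2 without WT 3).

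Among epithelial and pathway lists, fatty acid oxidation (NES 2.56, adjusted p = 3.54e-09), Paneth (2.48, 9.23e-08), enterocyte (2.23, 1.74e-05) and E2F cell cycle (2.01, 0.000106) genes were higher and tuft genes (-2.20, 1.75e-05) lower in CD1d-KO IECs by GSEA. Called genes numbered 8 of 38, 6 of 18, 1 of 29, 1 of 56 and 1 of 32 in that order, or 16, 11, 1, 1 and 5 adjusted over the list alone. Score differences were 0.281 for fatty acid oxidation (exact permutation p = 0.0286), 0.461 for Paneth (0.114), 0.215 for enterocyte (0.257), 0.065 for E2F (0.371) and -0.278 for tuft genes (0.114), the latter 4 within the spread between samples. The fatty acid score lost its p when any CD1d-KO sample was left out (0.114 to 0.143), the Paneth score reached 0.0286 without CD1d-KO 2 and the tuft score without WT 1. The E2F list lost its GSEA call without CD1d-KO 3 (0.159), without WT 3 (0.903) and when ranked by log2 fold change (0.124), in a range over 17 alternatives of 1.79e-08 to 0.903. Among the genes with the most extreme statistics were Acot1 (log2 fold change 0.80, DESeq2 adjusted p = 0.000155) and Pdk4 (0.94, 0.00108) for fatty acid oxidation, beside Cd36, Clps (0.83, 0.000105) and Defa26 (0.81, 0.00592) among the Paneth list, Dek (0.25, 0.0279) for E2F, Cyp3a11 (0.98, 0.0218) and Slc6a19 (0.48, 0.0722) for enterocytes and Matk (-0.51, 0.0285) for tuft cells. Of the E2F list, Pola1 (0.23, adjusted p = 0.113) and Cdc20 (-0.20, 0.243), which was lower in CD1d-KO, were not called. Clps was called under all 20 alternatives. Of the 8 fits that left out a sample, Cyp3a11 lost its call in 4 (up to 0.134 without CD1d-KO 2), Dek in 5 (up to 0.174 without CD1d-KO 2) and Matk in 5 (up to 0.211 without WT 2), while Slc6a19 was called in 1, without CD1d-KO 1 (0.000859). Pdk4, Dek and Matk were not called among the samples without Y-linked counts. Among those samples Slc6a19 was called (log2 fold change 0.74, DESeq2 adjusted p = 6.42e-06). Treh, of the enterocyte list, was called there too (0.54, 0.0043), against 0.35 and 0.185 in the pooled fit. Defa26 belongs to a gene family whose members can share reads.

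The remaining lists were not called. They were MYC targets (NES 1.02, adjusted p = 0.456), stem cell (1.33, 0.17), goblet (-1.04, 0.456), enteroendocrine (1.39, 0.119), Notch (-1.06, 0.456), BMP (-1.33, 0.199) and WNT targets (0.64, 0.948) and the identity regulators (0.57, 0.948). Score differences ranged from -0.101 for Notch to 0.126 for enteroendocrine genes, with exact permutation p-values from 0.4 for BMP to 0.971 for the identity regulators. Of these lists BMP alone held a called gene, 1 of 11, or 3 adjusted over the list alone. The other 7 held 0 called genes of 156, where 16 had an unadjusted p under 0.05, 8 of them MYC targets. Several depended on which samples entered. The enteroendocrine list was called, and higher, among the samples without Y-linked counts (1.18e-07; range over alternatives 1.18e-07 to 0.996) and without CD1d-KO 1 (0.025), CD1d-KO 2 (3.89e-05), WT 2 (0.0108) or WT 3 (0.000163). The stem cell list was called higher without CD1d-KO 3 (0.0267), CD1d-KO 4 (0.00178) or WT 1 (2.52e-05) but lower among the samples without Y-linked counts (0.0132; range 2.52e-05 to 0.969). The WNT list was called higher without WT 1 (0.0417) and lower among the samples without Y-linked counts (0.029; range 0.0158 to 0.996), the goblet list without WT 4 (0.00342; range 0.00342 to 0.934) and the BMP list without CD1d-KO 4 (0.0133; range 0.0133 to 0.869).

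By GSEA, 10 of the 18 lists were called, 4 higher and 6 lower in CD1d-KO. Camera with a preset correlation called the same 10. Under fry, the inflammatory list (adjusted p = 0.00276) and the study's immune and metabolic genes (0.0252) held, and with the correlation estimated 0 lists held, 2 having an unadjusted p under 0.05 and the inflammatory list coming closest (0.0519). By exact two-sided permutation of the scores, 5 lists reached 0.0286, 1 higher and 4 lower, and after Benjamini-Hochberg adjustment over the 18 lists these stood at 0.103.

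**Figure D4:**
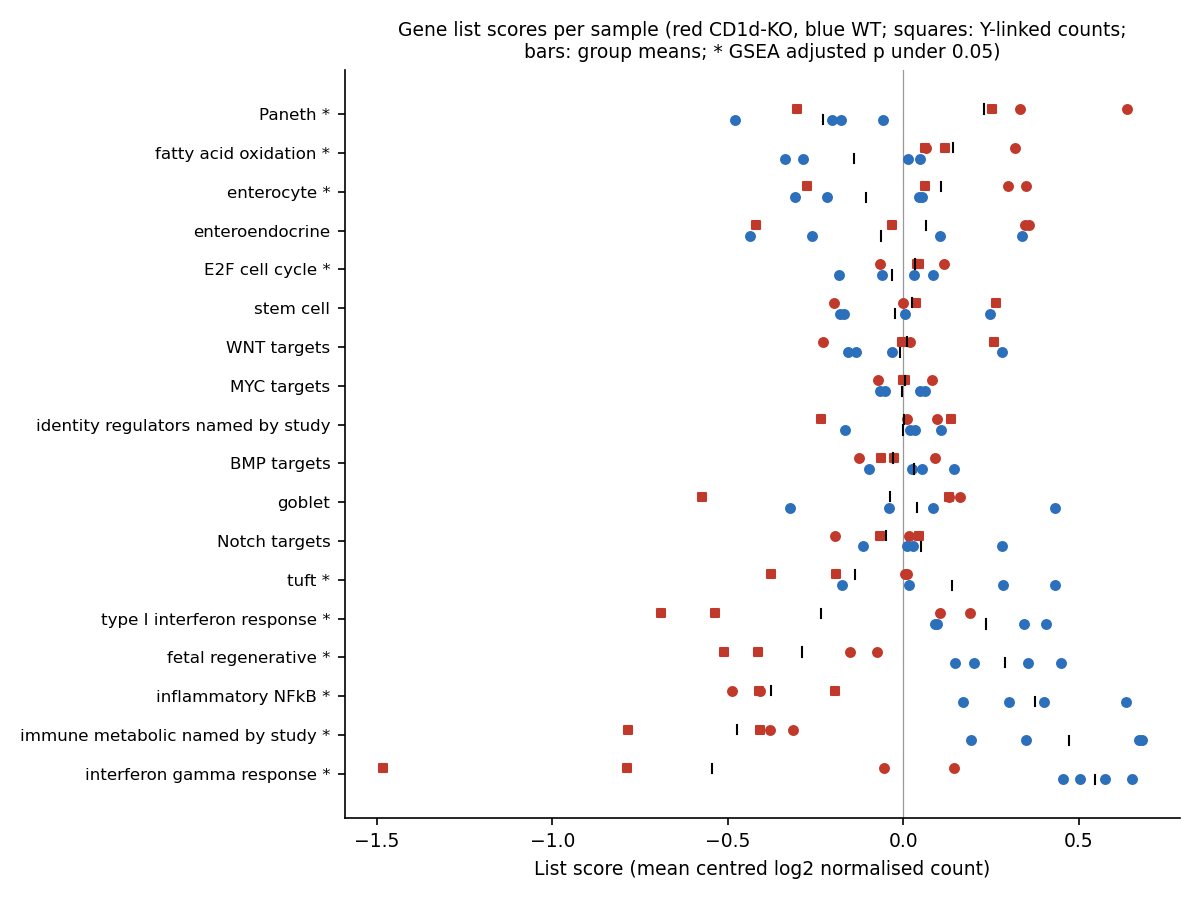
List scores (mean centred log2 normalised count) of the 18 gene lists in each sample, in red for CD1d-KO and blue for WT, with squares for samples with Y-linked counts, bars at group means and asterisks on lists called by GSEA. The interferon-gamma scores of CD1d-KO samples spread from -1.483 to 0.145 while those of WT samples lie between 0.455 and 0.65.

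Given that the study compared these IECs with fetal epithelium, genes of the fetal or regenerative list were tested, and were lower in CD1d-KO (NES -1.87, adjusted p = 0.00274, score difference -0.576, exact permutation p = 0.0286), with 4 of 19 called, or 5 adjusted over the list alone. Of 9 fetal genes that the study displayed from these libraries, 7 were called and lower, which is not independent evidence. The list of stomach or Brunner's gland genes fell over the same samples, by -3.731 in score (exact permutation p = 0.0286). In WT samples 1 to 4, normalised Ctse counts were 190, 156, 1200 and 506, and in CD1d-KO samples 2.68, 1.9, 3.91 and 87.4. Clu counts were 187, 106, 769 and 223 in WT and 25, 31.4, 47.9 and 89.3 in CD1d-KO. With the stomach score as a covariate, 0 of the 7 fetal genes and 0 of the 4 list genes were called, while 1 of the 7 and 0 of the 4 had an unadjusted p under 0.05. Of the 17 called inflammatory genes, 10 stayed called and all 17 were lower. The score differed between the genotypes, and as a covariate it raised the median SE over tested genes from 0.112 to 0.214. Psca was at least 17.8-fold lower in CD1d-KO (10.7-fold without WT 3), Abcb1b at least 15.7-fold (13.4-fold without WT 1) and Spp1 at least 8.03-fold (3.66-fold without WT 3). In the lowest WT sample, Abcb1b and Spp1 each had 2 counts, under the floor of 3.

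**Figure D5:**
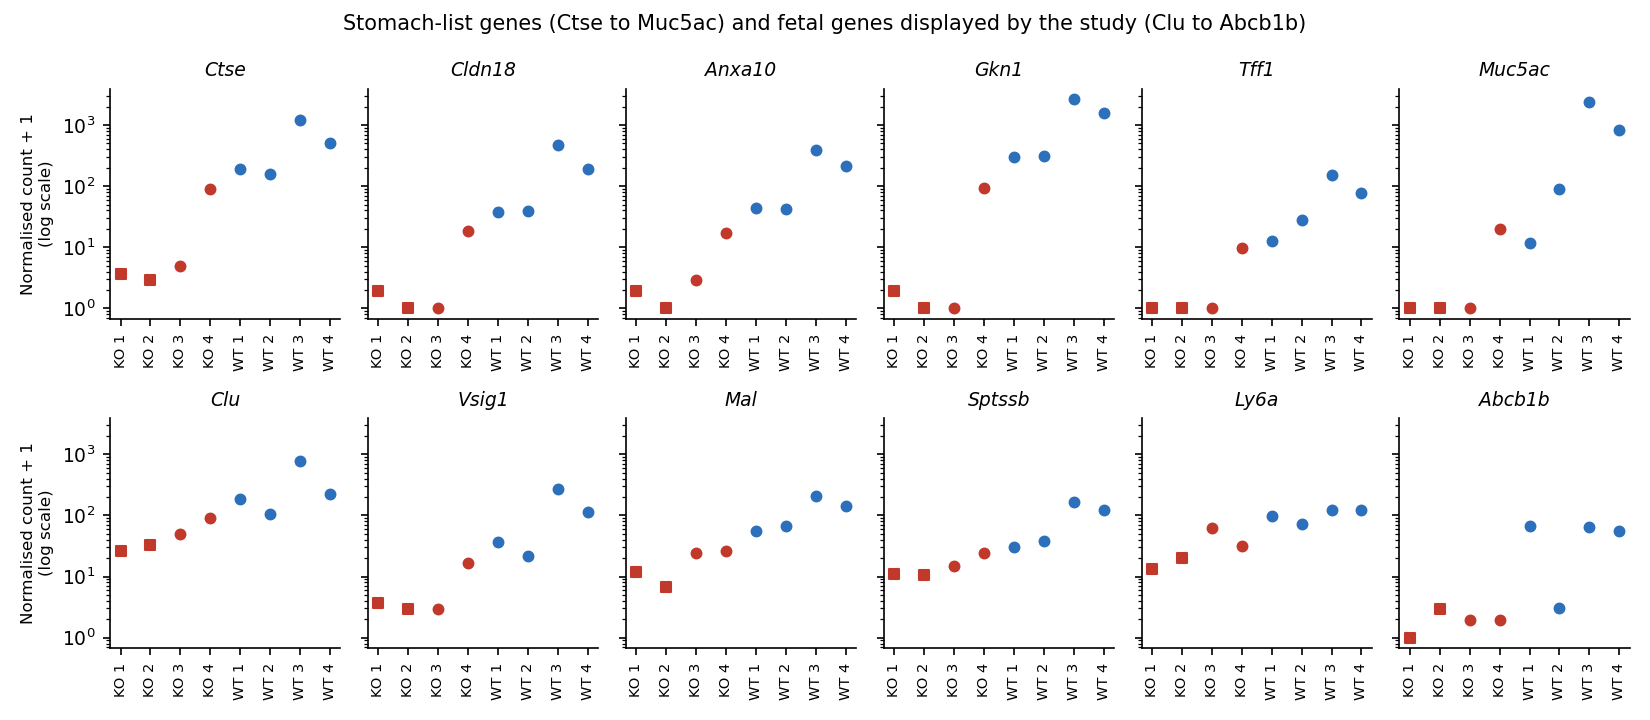
Normalised counts + 1 (log scale) in each of the 8 samples, in red for CD1d-KO and blue for WT, of stomach-list genes (Ctse to Muc5ac) and of fetal genes that the study displayed (Clu to Abcb1b), with squares for samples with Y-linked counts. Stomach-list genes reach their highest values in WT 3, and among CD1d-KO samples in CD1d-KO 4, for example 1200 and 87.4 for Ctse.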

Values the study reported

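The study reported 612 genes that differed between CD1d-KO and WT IECs, of which 252 were upregulated and 360 downregulated in CD1d-KO mice, at an adjusted p threshold of 0.05.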

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

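In 12 of 180 groups of 4 values, 1 sample lay apart from the other 3, with a gap to its nearest neighbour that, as a share of the group's range, exceeded Dixon's critical value. Chance alone gives 9 such groups. The test of the stomach list score was chosen before its result was seen, and the test of library size after.

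Among CD1d-KO samples, CD1d-KO 4 lay above the others in 4 genes. Its normalised counts were 17.28 for Cldn18 (others 0 to 0.8941, gap 0.948 of the range), 16.32 for Anxa10 (0 to 1.955, gap 0.88), 87.37 for Ctse (1.905 to 3.91, gap 0.977) and 15.36 for Vsig1 (1.905 to 2.682, gap 0.942). Among WT samples, WT 3 lay above the others in Muc6, at 1304 against 350.9 to 484 (gap 0.86). Cldn18, Anxa10, Ctse and Muc6 belong to a single list, of stomach or Brunner's gland genes, so these are not independent findings. Size of the library argues little here, since CD1d-KO 4 had 30272309 counts against 29743061 to 31629435 in the other CD1d-KO samples. A candidate explanation is a varying share of stomach or Brunner's gland cells between samples, whose list score also separated the genotypes (exact permutation p = 0.0286). The level in CD1d-KO 4 remained under that of every WT sample in Cldn18, Anxa10, Ctse and Vsig1. Without CD1d-KO 4, the CD1d-KO counts of Cldn18, Anxa10 and Vsig1 were all at the floor of 3 or under, so no fitted fold is given for them. The log2 fold change of Ctse moved from -4.42 to -7.51 without that sample. Expression of Cldn18, Anxa10, Ctse, Vsig1 and Muc6 by the intestinal epithelium itself was not tested and stays open.

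The remaining 7 groups were spread over several lists and samples, although WT 4 and CD1d-KO 2 each occurred more than once. Whether such sharing exceeds chance was not tested. Cyp2b10 was at 660.2 in WT 2 against 468.2 to 490.9 (gap 0.882), Klf4 at 2471 in WT 4 against 3181 to 3262 (gap 0.897) and Duoxa2 at 393.7 in WT 4 against 804.7 to 835.2 (gap 0.931). Pola1 was at 1616 in CD1d-KO 4 against 1915 to 1958 (gap 0.875), and without that sample Pola1 was called (adjusted p = 0.0112, range over alternatives 0.0112 to 0.966). Plcb2, a tuft list gene, was at 456.2 in CD1d-KO 2 against 551.3 to 561.6 (gap 0.902). The goblet score of CD1d-KO 2 was -0.5749 against 0.1288 to 0.1616 (gap 0.956), and without this sample the score difference turned from -0.077 to 0.102. Cxcl9 was at 1.788 in CD1d-KO 1 against 4.762 to 4.887 (gap 0.96), where single counts decide the value and the gap lies within counting error. WT 4 had the smallest library, of 23610266 counts, and a bias from library size is unlikely to explain the comparison as a whole, since 523 of the 622 called genes were called again after all samples were thinned to that size. What set WT 4 apart in Klf4 and Duoxa2 was not tested, nor was a biological explanation for any of these 7 groups, since the labels give the samples of a genotype no further difference.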

How the results depend on the processing

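Alternatives that used a sex term, the samples without Y-linked counts, the stomach score, GC content or genes outside chromosome Y and the surroundings of Cd1d1 were chosen after seeing the data, as were the application of every alternative to single lists and, beyond edgeR, the block, the surrogate variable and the fits without a sample, to single genes. A sex covariate had been foreseen only for the case that both genotypes held both sexes, and was not run in that form, because no WT sample had Y-linked counts.

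The count of 622 called genes stood between 426 and 630 under TMM factors (630, of which 621 shared), size factors outside the 50 most abundant genes (623), the filter on low counts (617, 588 shared), independent filtering off (533), Cook's rule off (622), GC correction (484, 432 shared), protein-coding genes alone (605), genes outside chromosome Y and 10 Mb around Cd1d1 (597) and the sex term (426, 279 shared). It moved under edgeR to 228 genes (81 higher, 147 lower, 224 shared), with the surrogate variable to 965 (411 higher, 554 lower, 592 shared), without the samples with Y-linked counts to 372, with the stomach score to 111 (52 higher, 59 lower, 65 shared) and at an absolute log2 fold change of at least 1 to 133 (28 higher, 105 lower). Genes lower in CD1d-KO numbered 226 with the sex term and 196 without the samples with Y-linked counts. The threshold on fold change leaves fewer genes by its construction, and the share of higher genes among them was 21.1% against 41%. On simulated counts, 2 against 4 samples recovered 95% of changed genes and 4 against 4 recovered 98.5%. Those simulated changes had an absolute log2 fold change of at least 1, while the median of called genes was 0.46. The recovery therefore does not measure the power lost for smaller changes. In the real counts, the 4 ways of keeping 2 CD1d-KO samples, 1 of them with Y-linked counts, gave 239 to 331 genes. Keeping CD1d-KO 1 and 2 gave 843. A fall as large as that to 372 thus also followed when other pairs were kept, and its cause was not separated further. The stomach score nearly doubled the median SE, from 0.112 to 0.214, and the cause of the fall to 111 was not tested further. The larger count with the surrogate variable was not traced to a cause, and the cause was not tested. On simulated counts edgeR made 12 false calls against 38 for DESeq2, and the cause of the difference in the real counts was not tested.

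Across the 8 fits that each left out one sample, called genes ranged from 323 (without CD1d-KO 2) to 646 (without CD1d-KO 3), those higher from 127 to 270 and those lower from 196 to 376. The count also fell to 406 without WT 1 and to 385 without WT 2. Cd1d1 was called in all 8, with log2 fold changes from -4.89 to -3.93. Of 49 called named genes, 30 were called in every fit in which they had an adjusted p, and 19 lost the call in at least 1. In edgeR 25 of 39 with a value were called, and 24 of 45 among the samples without Y-linked counts.

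Over all alternatives, the log2 fold changes of single named genes took 1414 values, of which 1171 kept their direction and side of the threshold, 186 lost a call, 20 gained one and 37 reversed, and 35 further fits gave no adjusted p. Reversals occurred in genes that were not called to begin with, save for Vsig1, Clu and Sptssb. With the sex term, and in parentheses without the samples with Y-linked counts, Atoh1 stood at 0.15 (0.16), Sox9 at -0.09 (-0.09), Spdef at 0.04 (0.04), Sox4 at -0.11 (-0.10), Hes1 at -0.04 (-0.04), Olfm4 at -0.04 (-0.03) and Dclk1 at 0.06 (0.06). With the stomach score, Vsig1 stood at 0.01, Clu at 0.05, Sptssb at 0.18, Atoh1 at 0.35, Sox9 at -0.22, Klf4 at 0.02, Spdef at 0.17, Sox4 at -0.09, Hes1 at -0.41, Olfm4 at -0.37, Dclk1 at 0.76, Pola1 at -0.04, Plcb2 at 0.03 and Sh2d6 at 0.08. With the GC correction Atoh1 was at 0. Without single samples, Atoh1 ranged from -0.11 to 0.11, Gfi1 from -0.23 to 0.06, Hes1 from -0.04 to 0.15, Dclk1 from -0.28 to 0.07 and Muc2 from -0.26 to 0. The cause was not tested.

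Of the 10 lists called by GSEA, 10 were called by camera with the preset correlation, 10 when ranked by edgeR, 8 when ranked by log2 fold change, 10 with abundant genes alone, 9 with the sex term and 9 without the samples with Y-linked counts, and 10 to 12 lists were called in fits that left out a sample. Camera with the correlation estimated called 0 (2 at an unadjusted p under 0.05) and fry called 2. Fry and the estimated correlation allow for genes that move together across samples, which GSEA ignores by its construction. List by list, 306 values held 24 lost calls, 12 gained ones and 26 reversals. With the sex term and without the samples with Y-linked counts, the stem cell list was lower (adjusted p = 0.0091 and 0.0132, range over alternatives 2.52e-05 to 0.969), the goblet list higher (0.228 and 0.338, range 0.00342 to 0.934) and the WNT list lower (0.0158 and 0.029, range 0.0158 to 0.996). The WNT list also reversed when ranked by edgeR (0.968) and with abundant genes alone (0.97), as did the identity regulators (0.968 and 0.97, and 0.934 by fry). Without single samples, adjusted p-values ranged from 0.105 to 0.935 for MYC targets, 2.52e-05 (without WT 1) to 0.969 for stem cell, 0.00342 (without WT 4) to 0.536 for goblet, 0.0417 (without WT 1) to 0.996 for WNT and 0.226 to 0.979 for identity regulators. The cause was not tested.

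Of the 5 list scores at an exact permutation p of 0.0286, the inflammatory, fetal and immune and metabolic ones kept it in all 12 alternatives outside the pairing. Variance-stabilised values gave 4 such lists, and medians, abundant genes and TMM factors 5 each. Fits without a sample gave 4 to 5. Of 216 score differences, 10 lost and 3 gained a p under 0.05 and 14 reversed. Without single samples, MYC targets ranged from -0.02 to 0.032, stem cell from -0.03 to 0.14, goblet from -0.197 to 0.102, WNT from -0.061 to 0.119 and identity regulators from -0.052 to 0.082, and the median over genes put identity regulators at -0.038. The cause was not tested.

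For samples that share a replicate number, deviations correlated at 0.324, -0.073, 0.255 and -0.086 between CD1d-KO and WT samples 1 to 4. These are correlations across genes, which are not independent replicates. Between samples of different numbers they ranged from -0.352 to 0.342. The 4 values lie within that range, so a pairing by number was neither seen nor excluded. With the replicate number as a block, DESeq2 called 569 genes (434 shared), 10 named genes lost and 1 gained a call, and GSEA called the same 10 lists, with the WNT list reversed (0.934). Sign flips of the differences within the pairing gave 0 scores with a p under 0.05, as 4 pairs allow no p under 0.125, and say nothing about stability.

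Depth limits the values at low counts, where counting error is 31.6% of a count of 10. It bears on Cd1d2, Cxcl9 and Lcn2, and on Spp1, Psca, Abcb1b and Retnlb, whose CD1d-KO counts were at the floor of 3 or under.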

Other observations

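Tests of other splits of the samples, passenger DNA near Cd1d1, chromosome Y genes, gene length, clock genes, dissociation stress, leukocyte lists beside the immune lists, microbe-responsive genes, stomach cells by their list score and squamous cells were chosen before their results were seen. The tests of library size, GC content, genes far from Cd1d1, direction near Cd1d1, the samples without Y-linked counts, the difference within the CD1d-KO samples, the leukocyte score as a covariate, the other split with many genes, substrain genes, and Ly6a or inflammatory genes with the stomach score were chosen only after the result they bear on had been seen.

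The genotype split stood apart from other splits of the samples. Of the 35 splits into 4 and 4, 1 gave as many genes as the real one with 622, namely the real one. The next largest, with 363 genes, set CD1d-KO 1, CD1d-KO 2, WT 1 and WT 4 against the others, and the next gave 116 and 115. The study's cells came from 2 experiments that the labels do not mark. Whether this split follows them cannot be told apart from other differences among the samples, since no label says which sample belongs to which experiment, and it is not the split by sex, because WT 1 and WT 4 have no Y-linked counts. The first surrogate variable set CD1d-KO 1 (-0.285), CD1d-KO 2 (-0.464), WT 1 (-0.404) and WT 4 (-0.148) on its negative side. Some list scores parted the same samples from the others. The dissociation stress score was 0 to 0.402 in them and -0.525 to -0.03 in the others. The stem cell score was 0.004 to 0.265 against -0.198 to -0.002, and the enteroendocrine score -0.436 to -0.032 against 0.105 to 0.359. These lists were picked after their scores were seen, and the cause of the split stays open.

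Several technical trends were too small to account for the called genes. With the genes in 5 groups of equal size by length, the median log2 fold change of the longest group exceeded that of the shortest by 0.037. Across 5 groups by GC content the median fell by 0.14, a trend that was seen before its correction was tried, and after factors that removed it (-0.002) 432 of the 622 genes were called among 484. After thinning every sample to the smallest total of 23610266 counts, 523 (84.1%) were called among 550. Of 8 core clock genes 0 were called (lowest adjusted p = 0.253, 3 with an unadjusted p under 0.05), and the circadian list score differed by 0.087 (exact permutation p = 0.143). Of the 17 tested genes of that list 1 was called, the clock output gene Tef (log2 fold change 0.52, DESeq2 adjusted p = 0.0389), and 4 had an unadjusted p under 0.05, so a small difference in time of day is not excluded. The dissociation stress score differed by -0.165 (exact permutation p = 0.486), with 0 of 21 genes called and 1 at an unadjusted p under 0.05.

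Sex was not balanced between the genotypes in these libraries, as CD1d-KO 1 and 2 alone had Y-linked counts. Among genes whose first chromosome label was Y, 5 were called, which this imbalance explains for the 4 higher ones. It does not explain Erdr1, which was higher in WT samples although these lacked Y-linked counts. The Erdr1 reads of those samples must therefore have come from outside chromosome Y. The sex-linked list score differed by 2.714 (exact permutation p = 0.314, GSEA adjusted p = 7.42e-06). Sex does not account for all other calls, since 248 genes were called with both samples left out, every one in the same direction. For the 363 genes whose call was lost without them, sex and the smaller number of samples cannot be told apart. The 4 other ways of keeping 2 CD1d-KO samples that mix samples with and without Y-linked counts lost 335 to 397, while keeping CD1d-KO 1 and 2 lost 221, and these pairs differ in more than sex. Within CD1d-KO, samples 1 and 2 differed from samples 3 and 4 in 265 genes (78 higher, 187 lower), of which 4 lay on chromosome Y and 24 were also called between genotypes. The samples of that comparison were parted by their Y-linked counts alone. It was made after seeing the principal components, and its groups are not the study's groups.

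Genes of the interferon-gamma list differed within CD1d-KO. Of these, 16 were called between CD1d-KO 1 and 2 and CD1d-KO 3 and 4, and all 16 were lower in samples 1 and 2. Cd74, chosen after its values were seen, had normalised counts of 298.6, 896.2, 9507 and 7712 in CD1d-KO samples 1 to 4 and 18630, 13160, 13390 and 17690 in WT (log2 fold change between the CD1d-KO pairs -3.85 ± 0.74, DESeq2 adjusted p = 5.15e-05). Fewer leukocytes in samples 1 and 2 cannot be told apart from a change in the epithelium with so few samples. The score of T and NK cell genes differed by -0.722 between samples 1 and 2 and samples 3 and 4, that of B and plasma cell genes by 0.196 and that of myeloid genes by -0.168, beside -1.18 for the interferon-gamma list. Leukocyte list genes summed to 3431 normalised counts in samples 1 and 2 and 3751 in samples 3 and 4, while the interferon-gamma list fell by 28810 in sum. Most of the leukocyte sum is Ctss, and a sum of chosen markers does not bound the RNA that leukocytes bring. Ptprc, which encodes CD45, had normalised counts of 34.87, 38.1, 58.65 and 86.41 in CD1d-KO samples 1 to 4. Sex cannot be told apart from the experiment or other differences between these pairs, since 0 WT samples had Y-linked counts. A hypothesis to test would be that the interferon-gamma response of the epithelium differed by sex or by experiment among CD1d-KO mice.

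The genes near Cd1d1 were called more often than others (odds ratio 2.2), and more of them were lower (Fisher's exact p = 0.0192). A candidate explanation is DNA of another strain retained around the targeted locus, in part with base differences that lower read mapping to the reference. It leaves the 602 genes called over 10 Mb away or on other chromosomes unexplained. Sequence variants were not analysed here, so changes of expression and of mapping near Cd1d1 were not separated. For Rps3a1 and Tpm3, a further open explanation is reads shared with near-identical copies, none of which the table lists. Dclk2 has 0 such copies, and its rise may arise from the targeted locus or from strain DNA.

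Nnt, at 2.33 times or more in every CD1d-KO sample over every WT sample, may mark a difference of substrain between the genotypes, since a deletion in this gene is known in some C57BL/6 mice. The study lists C57BL/6J mice beside a separate CD1d-KO line, and does not give the substrain background of that line. Of 5 tested genes that vary between strains, 1 was called, which is Nnt itself. Within 2 Mb of Nnt 1 of 12 tested genes was called, again Nnt. The list of these genes had a score difference of -0.118 (exact permutation p = 0.486). By GSEA, in which Nnt has by far the most extreme statistic, it was higher (NES 1.70, adjusted p = 0.012), and 3 of the 5 genes were called when adjusted over the list alone. Substrain differences beyond Nnt cannot be told apart from their absence with so few genes, and exon counts, which would show the deletion, were not analysed here.

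Immune lists were lower in CD1d-KO, and so was the score of all 32 leukocyte list genes (-0.984, exact permutation p = 0.0571). With this score as a covariate, 10 of the 17 called inflammatory genes stayed called and all 17 were lower, with a median log2 fold change of -0.66 against -1.10 without it, which argues against fewer leukocytes as the whole cause for that list. Of the 18 called interferon-gamma genes 0 stayed called (16 at an unadjusted p under 0.05) and of the 4 called type I interferon genes 0 (2 at an unadjusted p under 0.05), although all were lower. The median log2 fold change of the interferon-gamma genes was -0.70 with the score and -0.77 without it, and with the T and NK cell score alone 8 of the 18 stayed called and all 18 had an unadjusted p under 0.05. The score of all leukocyte lists raised the median SE to 0.16, so these calls were lost with little change in the size of the fall. This argues against fewer leukocytes as the whole cause for the 18 interferon-gamma genes. A part played by leukocytes is not excluded, since 0 of the 18 stayed called. For the 4 type I interferon genes, fewer leukocytes cannot be told apart from a change in the epithelium. With the B and plasma cell score alone, which separated the genotypes, the median SE was 0.239 and 1 of the 17 inflammatory genes stayed called. The most abundant leukocyte list genes were Ctss (2482 in WT, 2338 in CD1d-KO), Itgam (1003 and 758.2) and Cd68 (160.8 and 118.3), and Ptprc stood at 96.27 and 54.51. B and plasma cell genes were lower (score difference -1.732, exact permutation p = 0.0286, GSEA adjusted p = 0.00035, 7 genes), with Jchain at 153 in WT and 6.92 in CD1d-KO. T and NK cell genes differed by -0.977 (exact permutation p = 0.143, GSEA adjusted p = 3.22e-05, 16 genes) and myeloid genes by -0.413 (p = 0.0571, GSEA adjusted p = 0.0451, 9 genes). In CD1d-KO samples 0 of the B cell genes, 1 of the T and NK cell genes and 3 of the myeloid genes exceeded a mean of 50, and none of these genes is in another list. Fewer leukocytes remain open for those lists themselves. Stroma and endothelium (0.038, exact permutation p = 0.943, 5 genes) and the single tested erythroid gene (0.1, exact permutation p = 0.886) did not differ beyond the spread.

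A difference in microbes between the genotypes is another candidate explanation of the immune lists. The list of microbe-responsive genes was lower (score difference -1.133, exact permutation p = 0.0286, GSEA adjusted p = 7.42e-06), with 12 of 15 genes called. In CD1d-KO samples 12 of the 15 exceeded a mean of 50, as the epithelium expresses them. Because other lists hold some of them, 11 genes outside the immune lists were tested, and these were lower too (-0.75, exact permutation p = 0.0286), with 8 called and 7 of these lower. Retnlb was at least 8.54-fold lower in CD1d-KO (6.73-fold without WT 3). Reg3b changed by -1.45, Reg3g by -1.25 and Fut2 by -1.19, while Reg3a rose by 0.83. Sprr2a3, also among them, lies within 10 Mb of Cd1d1. Immune signals can change such genes without a change of microbes, and no measure of microbes was analysed here. Housing of the mice is not in the labels. The study states that its mice were bred specific pathogen-free and were not littermates. It names a resulting difference in gut microbes as a possible contributor to the epithelial phenotype.

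Stomach signal in WT samples may account for part of the genes called lower. The stomach or Brunner's gland list was lower in CD1d-KO (score difference -3.731, exact permutation p = 0.0286, GSEA adjusted p = 9.36e-06), with 7 of 16 genes called, or 13 adjusted over the list alone. In WT, the mean of Gkn2 was 1830, of Gkn1 1200, of Tff2 980 and of Muc5ac 823, against 48.5, 23.3, 48.1 and 4.8 in CD1d-KO. Muc5ac ranged from 10.8 in WT 1 to 2350 in WT 3, and WT 3 was highest for most of the list. In CD1d-KO samples 3 of the 16 genes exceeded a mean of 50, no other list holds any of them, and none is among the fetal genes the study displayed. Not every gene moved together. Atp4a, of acid-secreting cells, rose by 0.93 (DESeq2 adjusted p = 0.0477), and Capn8 (-0.17) and Capn9 (-0.03) did not change. With the stomach score as a covariate 0 of the 7 called fetal genes stayed called. This does not show where their RNA came from, since the score differs by genotype and nearly doubled the SE. For Ly6a (adjusted p = 0.601 with the score, range over alternatives 1.55e-09 to 0.601) stomach cells cannot be told apart from a change in the epithelium, because its log2 fold change of -1.21 kept its direction but its SE rose to 0.72. The inflammatory list is not explained by this signal alone, as 10 of its 17 called genes stayed called with the score and all 17 were lower. Carry-over of tissue at the border of the stomach during dissection and expression of stomach genes by WT duodenal epithelium are both hypotheses that stay open.

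Squamous forestomach cells were an alternative source of fetal-type genes, and the score of their 3 tested genes, of which 1 (Sbsn, -0.06) was lower, was higher in CD1d-KO (score difference 0.517, exact permutation p = 0.0857), the wrong direction for this. Of 12 genes in the table, 0 were called lower and 1 had an unadjusted p under 0.05. Exocrine pancreas genes, 1 of 6 called, differed by 0.178 (exact permutation p = 0.0571, GSEA adjusted p = 0.346). Genes of proximal small intestine differed by 0.005 (exact permutation p = 0.943), with 1 of 11 called (Cyp2c65, log2 fold change 0.38, DESeq2 adjusted p = 0.0422). Those of distal small intestine, 0 of 10 called, differed by -0.152 (exact permutation p = 0.429). A shift along the small intestine was thus not detected by the scores of these lists.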
